A study of Mus musculus with 3 samples. Its data were reported in "An ontogeny-cytokine code determines macrophage response polarity and tumor outcomes" (2026).

How the data were processed

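Unless a choice is said to have been made later, the lists, classes, limits and comparisons below were set before the data were examined. The deposited values were unique molecular identifier counts per gene and barcode, and they were used as counts without further correction. According to the submitters' processing notes, the authors had processed the libraries with Cell Ranger 9.0.0 against build GRCm39 and analyzed cells with Scanpy 1.11. Each of the 3 libraries pooled 4 conditions by probe barcode. The count matrix of 1 condition (IFN-γ day 1) and the barcode lists of 11 conditions were used. The IFN-γ day 5 list and the matrices of the other conditions were not analysed here, so neither the difference between treatments nor the change from day 1 to day 5 was examined. The numeric filter limits of the authors were not given in the sources used here, so their filter was not applied.

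Barcodes with at least 200 genes and at most 10% mitochondrial UMIs were kept. Scrublet, as run by Scanpy with seed 1 and default settings, called doublets, which were removed except where stated. Genes on no result list were split at random into 8728 clustering genes and 8729 held-out genes. Cells were scaled to 10000 counts and log-transformed, and the 2000 most variable clustering genes gave 30 principal components, 15 neighbors per cell and Leiden clusters at resolution 1. Result-list genes and held-out genes took no part in clustering.

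Clusters were named with 13 panels of marker genes, for macrophages, carcinoma, stromal, dendritic and B cells and 8 other cell types. A cluster was called macrophage-like when at least 3 macrophage markers reached 20 CPM and 2 times the level in the other cells, and more than for any other panel. A remaining cluster was called non-macrophage when at least 3 carcinoma markers reached 20 CPM and 2 times the macrophage-like level and the macrophage panel stood below 0.1 of its macrophage-like level. The other 2 clusters were left unnamed and out of the class comparison. This naming rule was written later and differs from the plan, which asked for at least 3 detected markers of a class among a cluster's leading genes. The plan had also called the second class tumor-like. It was renamed after the data were seen because most epithelial genes were near 0 and 3 stromal markers reached 20 CPM and 2 times the level of the other cells in its largest cluster.

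Counts of each class were summed and divided by the class total to give CPM. Log2 ratios used 0.5 added counts, and genes with 3 or fewer counts in both classes were left out. Intervals are exact Poisson or Clopper-Pearson intervals at 95%, and list medians were given intervals from 200 Poisson draws. The comparison among G1 cells also used Poisson draws. The free RNA tests used bootstrap draws of cells and the chromosome test bootstrap draws of genes. No p-values were computed, because the condition had no replicate. The 20 lists (505 genes) covered IFN-γ response, type I interferon, MHC class I, MHC class II, chemokines, inflammatory and cytotoxic genes, complement, alternative activation, suppressive tumor-associated macrophages, lysosome and phagocytosis, TGF-β response, EMT, hypoxia, NRF2, unfolded protein, p53 and apoptosis, G2M, S phase, immediate early genes, and ligands and receptors. Of all list and marker genes 15 were not analysed here. Each list median was compared with 10000 random lists matched in 20 bins of expression. TMM factors came from edgeR 4.0.16.

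For each list the 4 genes with the largest difference at 20 CPM or more in either class were named, with the genes the study discusses by name, except Notch4, which was not analysed here. Of the held-out genes at 50 CPM or more, the 10 largest in each direction were named, and a few genes that met these rules were not used here. A 4-fold difference was the limit for counting. Markers used to name cells and genes that describe groups of cells were added for orientation after their values were seen, among them Top2a, Mki67, Rsad2, Nos2, the genes of the unnamed clusters and the genes of the sub-clusters named beside their 4 leading genes. Gene positions came from the GENCODE M39 annotation of the same build, where 17950 of 17951 identifiers were found.

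Phases were scored with the S phase and G2M lists after each cell was thinned at random to 2500 UMIs, which left out 374 macrophage-like and 254 non-macrophage cells with fewer. Interferon and MHC class I genes at 20 CPM or more in either class were compared with the ratio that macrophage markers at 20 CPM or more showed between the classes. Sub-clusters used the clustering genes within each class at resolution 0.5. Class-specific genes for cells with both programs were clustering genes that differed 20-fold. Expected chance pairs came from bead names shared between conditions of the same library.

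The steps were tested on simulated data with known differences. Of 100 genes changed 8-fold 100 passed the 4-fold limit, none of 100 genes changed 2-fold passed, and no unchanged gene among 2441 genes passed. Simulated cells were drawn from the summed profiles of the 2 named classes, without other variation between cells, and clustered at resolution 0.3. All 2000 of them were named correctly, which checks that the steps run and not that real cells were named correctly. Of 100 simulated pairs 95 were found, with 5 single cells wrongly called. Alternatives covered the cell filter, doublets, clustering genes, resolution, scaling, weighting of cells, expression limits, random parts of the phase lists, the background ratio, the limits for both programs and the list used for bead sharing. Chosen after the data were seen were the background without Mertk, the comparison without the cluster led by stromal genes, the comparison without the cluster of low UMI count, and phases of non-macrophage cells scored alone. Software was Python 3.11.15 with Scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scikit-image 0.26.0 and matplotlib 3.10.9, and R 4.3.3.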

Results

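The data were single-cell RNA counts from spheroids in which mouse MC38 colon carcinoma cells labeled with GFP were mixed with bone marrow-derived macrophages, which are grown from marrow with the growth factor M-CSF. The macrophages had been treated with IFN-γ (interferon gamma, the T and NK cell cytokine that arms macrophages), IL-4, IL-10 or TGF-β or left untreated (Control), and spheroids of tumor cells alone (TC) were also made. The paper states that these cytokines were washed off before the macrophages were mixed with tumor cells, and that none was added later. M-CSF was in the spheroid medium. Spheroids were collected on days 1 and 5, with 9000 spheroids per condition. Cells were fixed and measured with the 10x Flex assay, in which pairs of DNA probes bind each mRNA and a probe barcode marks the condition, so that 4 conditions share each of the 3 libraries. Counts per gene were used for 1 condition, IFN-γ on day 1, and lists of cell barcodes for 11 conditions. The IFN-γ day 5 condition was not analysed here.

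The IFN-γ day 1 counts covered 17951 genes in 11191 barcodes and held 94059226 UMIs (unique molecular identifiers, which count each probe molecule once). The median barcode had 7061 UMIs (499 to 74899) from 3344 genes, and mitochondrial genes gave a median of 0.560% of UMIs. After 21 barcodes with over 10% mitochondrial UMIs and 542 called doublets (4.85%) were removed, 10628 cells remained. There was 1 library and no replicate of the condition, so no comparison between conditions was made. Every interval given is a 95% interval that covers counting error, or in the free RNA and chromosome tests the spread over cells or genes. No interval covers variation between replicates.

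The 11 barcode lists named 165682 cells, from 11191 for IFN-γ day 1 to 18894 for IL-4 day 5. On day 1 the lists held 12195 barcodes for TC, 13326 for Control, 12222 for IL-4, 15082 for IL-10 and 17195 for TGF-β. On day 5 they held 16079 for TC, 12071 for Control, 18891 for IL-10 and 18536 for TGF-β. Each barcode ended in 1 of 4 sequences of 8 bases, and each sequence belonged to a single probe barcode. The 16 bases before it name the bead, so a bead name found in 2 lists of the same library marks a droplet with cells of 2 conditions. Of the TC day 1 cells 9.52% (9.01 to 10.1) lay on a bead also used by IFN-γ day 1, of the Control cells 8.80% (8.33 to 9.30) and of the IL-4 cells 9.09% (8.59 to 9.61). The mean of 9.14% corresponds to 0.0958 IFN-γ day 1 cells per droplet, at which 4.71% of occupied droplets would hold 2 or more cells of that condition by chance.

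Macrophages and other cells were present in nearly equal numbers. The paper states that macrophages and tumor cells were mixed in equal numbers to form the spheroids, so the shares lay near that starting ratio. Macrophage-like cells made up 48.6% (47.7 to 49.6) of the 10628 cells and non-macrophage cells 48.9% (47.9 to 49.8). Adgre1, which encodes the macrophage surface protein F4/80, stood at 3606 CPM (counts scaled to the same total in every class, so that the value gives a gene's share of all UMIs) in macrophage-like cells against 23.5 in non-macrophage cells. The complement gene C1qb stood at 2639 against 16.5, the M-CSF receptor gene Csf1r at 882 against 4.16, the lysozyme gene Lyz2 at 5141 against 75.6 and the signaling adapter gene Tyrobp at 2404 against 14.1. The growth regulators Yap1 (131 CPM against 1.08) and Tead1 (218 against 1.97) were high in the non-macrophage cells, as were the membrane protein gene Cav1 (349 against 118) and the growth factor gene Areg (31 against 0.286). The epithelial genes Epcam, Krt8, Krt18 and Cdh1 gave 0, 5, 3 and 3 counts in all 5196 non-macrophage cells together, and Krt20, Itgb4 and Krt19 gave 229, 84 and 53 (1, 1 and 0 in macrophage-like cells), while the matrix genes Dcn (54.0 CPM against 1.62) and Col6a3 (27.1 against 0.286) were measured there. The class was named non-macrophage, and MC38 was the only other cell type the sample labels name.

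The classes also differed in depth. The 5170 macrophage-like cells (5 clusters) had a median of 4459.5 UMIs from 2144 genes with 0.0688% mitochondrial UMIs, and the 5196 non-macrophage cells (6 clusters) 9384 UMIs from 4237.5 genes with 2.07%. A further 262 cells (2.47%, 2.18 to 2.78) in 2 clusters fitted neither class. The cluster of 154 such cells carried Adgre1 (2425 CPM) together with Yap1 (65.0) and Tead1 (110) at a median of 13200.5 UMIs. The other, of 108 cells at 1005.5 UMIs, carried Ccr7 (1860 CPM), which guides dendritic cells to lymph nodes, and Fscn1 (2587), an actin-bundling gene of mature dendritic cells. Flt3 (46.9, 6 counts) and Zbtb46 (188, 24 counts), which mark dendritic cells, and the antibody light chain gene Igkc (360, 46 counts) were also present in these cells. Besides 5 dendritic markers, 3 B cell, 2 monocyte, 2 endothelial and 2 megakaryocyte markers were raised there, so no cell type was assigned. Elsewhere Ccr7 stood at 3.72 CPM in macrophage-like and 0.228 in non-macrophage cells. Fscn1 (463 CPM) and Zbtb46 (24.6) were also measured in non-macrophage cells.

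Of the 20 gene lists, 15 had a median above 0 when macrophage-like cells were set against non-macrophage cells, and 5 a median below 0. The IFN-γ response list lay at a median log2 ratio of 4.02 (3.75 to 4.13), with 25 of 29 measured genes at least 2-fold higher in macrophage-like cells, none 2-fold lower, and a summed level of 2989 CPM against 523. Irf8, a transcription factor of the myeloid lineage (ENSMUSG00000041515, chromosome 8, 121463096 to 121485659 in build GRCm39), was 182-fold higher (285 CPM against 1.56). The antibody receptor gene Fcgr4 was 108-fold higher (539 against 4.97), the interferon-induced GTPase genes Iigp1 73.0-fold and Gbp4 64.5-fold, and Ly6a, which encodes the surface protein Sca-1 (ENSMUSG00000075602, chromosome 15, 74863840 to 74869880), 46.7-fold (287 against 6.13). The interferon-induced GTPase gene Gbp2 was 2.66-fold higher (93.7 against 35.2) and the T cell chemokine gene Cxcl9 35.6-fold, though at only 9.78 CPM. Cxcl10, another T cell chemokine gene (ENSMUSG00000034855, chromosome 5, 92494497 to 92496748), ran the other way, with 95.7 CPM (92.3 to 99.2) in macrophage-like and 168 (164 to 171) in non-macrophage cells. Irf1, an early target of IFN-γ (ENSMUSG00000018899, chromosome 11, 53660812 to 53669200), was 1.28-fold higher in non-macrophage cells (118 against 92.7).

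All 25 measured genes of the type I interferon list were at least 2-fold higher in macrophage-like cells, with a median of 4.08 (3.96 to 4.15) and a sum of 6260 CPM against 679. Irf7, which drives interferon production (ENSMUSG00000025498, chromosome 7, 140842619 to 140846398), was 131-fold higher (848 against 6.45), followed by Ifi27l2a (61.5-fold), Trim30a (39.9-fold) and the deconjugating protease gene Usp18 (37.1-fold). The MHC class I list had a median of 2.5 (2.44 to 2.58) and 11 of 15 genes 2-fold higher, led by H2-T23 (96.6-fold) and H2-Q6 (20.7-fold). Its most abundant genes were the light chain gene B2m (2691 CPM against 337) and the heavy chain gene H2-K1 (1531 against 203). MHC class II, which presents antigen to helper T cells, had a median of 4.52 (3.76 to 6.67) with 8 of 9 genes higher. There H2-Ab1 (ENSMUSG00000073421, chromosome 17, 34476663 to 34488393) was 267-fold higher (428 CPM against 1.59), H2-Aa 206-fold, the invariant chain gene Cd74 (ENSMUSG00000024610, chromosome 18, 60936899 to 60945731) 156-fold (1638 against 10.5) and H2-Eb1 104-fold. The genes Ly6e (3.27-fold) and Cebpb (3.17-fold), which the study names outside these lists, were also higher in macrophage-like cells, and the surface glycoprotein gene Cd24a was low in both classes (2.32 CPM against 0.0569).

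Chemokine genes summed to 21874 CPM in macrophage-like cells against 1379, with a median log2 ratio of 5.45 and 15 of 19 genes higher and 3 lower. Ccl7 (ENSMUSG00000035373, chromosome 11, 81936532 to 81938351), which draws monocytes, stood at 4965 CPM against 131, and Ccl2, its neighbor on the chromosome (ENSMUSG00000035385, 81926397 to 81928279), at 1956 against 651. The neutrophil chemokine gene Cxcl2 was 147-fold higher, the platelet factor gene Pf4 139-fold, Ccl4 127-fold, Cxcl14 204-fold and Ccl12 95.2-fold, while Ccl22 was low in both classes (4.29 CPM against 0.152). The inflammatory and cytotoxic list had a median of 6.04 with 18 of 20 genes higher. In it the cytokine subunit gene Ebi3 was 187-fold higher, the itaconate enzyme gene Acod1 155-fold (574 CPM against 3.68), Il1a 152-fold and Tnf 150-fold (349 against 2.32). All 10 complement genes were higher (median 6.18, 6257 CPM against 48.1), led by the receptor genes C5ar1 (178-fold) and C3ar1 (154-fold), Cfp (141-fold) and Cfb (131-fold). The complement genes C1qb (160-fold) and C1qc (99.1-fold), used as markers, were higher as well.

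Genes tied to healing macrophages were present beside the inflammatory genes. The alternative activation list had a median of 2.25 over 12 genes with enough counts, 8 higher and 3 lower. The arginine-degrading enzyme gene Arg1 (ENSMUSG00000019987, chromosome 10, 24791118 to 24803817) was 100-fold higher in macrophage-like cells (128 CPM against 1.27), the mannose receptor gene Mrc1 41.2-fold (197 against 4.78) and the IL-4 receptor gene Il4ra 10.6-fold. Tfrc, the transferrin receptor gene, was higher in non-macrophage cells (280 against 54.6), and Chil3, a gene IL-4 induces in macrophages, was low in both (3.33 against 1.25). The list for suppressive tumor-associated macrophages had a median of 5.08 (9 of 13 higher, 3 lower), with Il10 (ENSMUSG00000016529, chromosome 1, 130947581 to 130952711) at 148 CPM against 0.683, Vsir 212-fold, the folate receptor gene Folr2 170-fold and the lipid sensor gene Trem2 140-fold. Spp1, which encodes the matrix protein osteopontin (ENSMUSG00000029304, chromosome 5, 104582165 to 104589235), was 3.55-fold higher in non-macrophage cells (264 against 74.5). The lysosome and phagocytosis list had a median of 3.12 (18 of 23 higher, 2 lower), led by the cholesterol exporter genes Abcg1 (200-fold) and Abca1 (199-fold), the bridging ligand gene Gas6 (164-fold) and the lipase gene Lpl (148-fold).

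Proliferation and mesenchymal genes were the groups lowest in macrophage-like cells. The G2M list summed to 641 CPM in macrophage-like and 10688 in non-macrophage cells (median log2 ratio −5.42, 49 of 51 genes lower), with the spindle and cytokinesis genes Anln (86.1-fold lower) and Cenpf (79.1-fold), the cyclin gene Ccna2 (8.64 against 676) and the phosphatase gene Cdc25c (75.6-fold). The S phase list summed to 713 against 7968 (median −4.03, 42 of 43 lower), led by the nucleotide enzyme gene Rrm2 (ENSMUSG00000020649, chromosome 12, 24757811 to 24764145) at 8.26 against 777, and by the repair genes Rad51ap1 and Exo1 (90.4-fold and 64.6-fold lower). The list for epithelial-mesenchymal transition (EMT) had a median of −3.86, with 28 of 40 genes lower and 6 higher. The collagen gene Col5a1 (ENSMUSG00000026837, chromosome 2, 27776397 to 27929526) stood at 1.14 CPM against 143, the N-cadherin gene Cdh2 at 0.762 against 95.4 and the transcription factor gene Twist1 at 1.56 against 149. The collagen cross-linking enzyme gene Lox ran the other way at 449 against 3.66, and the summed EMT level was nearly equal (11876 against 10855). The TGF-β response list lay at −0.60 (4 of 16 higher, 8 lower), with the TGF-β target Pmepa1 (ENSMUSG00000038400, chromosome 2, 173066251 to 173118444) at 1.30 against 108, Ltbp1 61.2-fold and Smad7 8.43-fold lower, and Tgfb1 (437 against 78.0) and the metalloprotease gene Mmp14 (2.17-fold) higher.

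The stress lists had medians nearer 0. The oxidative stress list of the transcription factor NRF2 had a median of 0.90 (12 of 25 higher, 4 lower) and summed to 51228 CPM against 10146 (5.05-fold), where the iron exporter gene Slc40a1 was 99.2-fold higher in macrophage-like cells, the heme-degrading enzyme gene Hmox1 (ENSMUSG00000005413, chromosome 8, 75820241 to 75827217) 26.8-fold (8681 CPM against 324), Blvrb 10.6-fold higher and Me1 8.20-fold lower. The other 9 genes of the 25 were within 2-fold, so a few abundant genes, such as Hmox1 and a ferritin gene described below, carried the sum. The hypoxia list lay at 0.41 (9 of 33 higher, 4 lower), with the glycolysis genes Aldoc (16.2-fold), Pfkfb4 (5.98-fold) and Pfkfb3 (4.91-fold) higher and Stc2 14.1-fold lower. The p53 and apoptosis list lay at 0.43 (8 of 21 higher, 4 lower), with Trp53inp1 14.0-fold, the cell cycle inhibitor gene Cdkn1a 11.1-fold (967 against 87.0) and Btg2 8.15-fold higher and the death receptor gene Tnfrsf10b 6.56-fold lower. The unfolded protein list lay at −0.65 (1 of 18 higher, 6 lower), and its largest differences were in Pdia4 (2.75-fold lower), Creld2 (2.74-fold), Chac1 (2.67-fold) and Pdia6 (2.43-fold). Among immediate early genes, which answer stimuli and handling within minutes (median 0.54, 9 of 22 higher, 5 lower), Atf3 was 272-fold higher (492 against 1.80), Zfp36 15.2-fold, Dusp1 11.1-fold and Fos 8.69-fold. Ligand and receptor genes had a median of 1.39 (26 of 45 higher, 14 lower), led by the growth factor receptor genes Csf2ra (320-fold) and Csf2rb (242-fold), the chemoattractant receptor gene Fpr2 (248-fold) and the adhesion gene Siglec1 (212-fold).

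**Figure D1:**
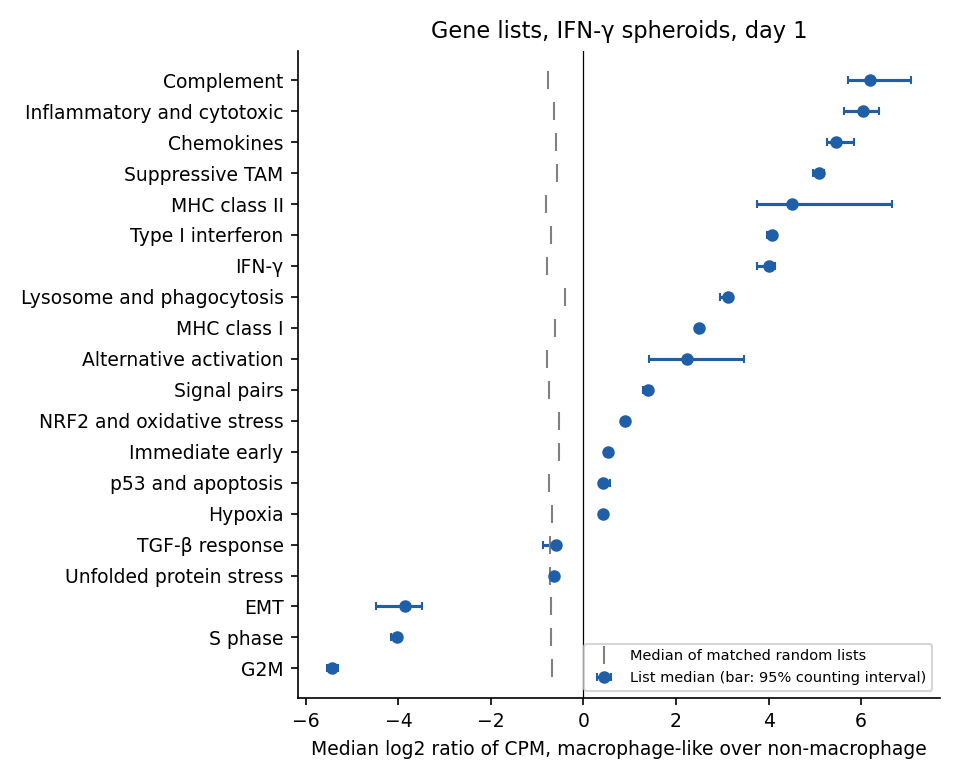
Median log2 ratio of macrophage-like to non-macrophage cells (x axis) for the genes of each of 20 lists (y axis), with 95% counting intervals. Gray ticks mark the median of random lists of the same size and expression, and the medians run from −5.42 (G2M) to 6.18 (complement).

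Random lists of equal size and expression had medians between −0.81 and −0.40, because the median of all 13490 genes with enough counts was −0.80. Against 10000 such lists the complement, chemokine, inflammatory, IFN-γ, type I interferon, suppressive, lysosome and ligand and receptor lists all lay at percentile 100. The classes were set by macrophage markers and several lists hold myeloid genes such as Irf8, C5ar1 and Csf2ra. These percentiles therefore describe cell type and not an effect of IFN-γ, and genes of random lists need not be regulated together. MHC class I lay at 99.99, MHC class II at 99.94, hypoxia at 99.8, alternative activation at 99.7, NRF2 at 99.3, p53 at 99.04 and the immediate early genes at 97.6. G2M, S phase and EMT lay at 0, and the TGF-β (60.6) and unfolded protein (59.1) lists within the random range. When the classes were rescaled with TMM factors (0.803 and 1.25), which set the bulk of genes equal, the median of all genes rose to −0.17. The TGF-β list then lay at 0.03, and of the list genes named so far only Irf1 changed direction (−0.35 to 0.28). The unfolded protein list moved to −0.01.

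Most interferon genes fell in non-macrophage cells to a small part of their macrophage-like level, and a few fell little or, by CPM, not at all. Cxcl10 in non-macrophage cells stood at 175% of its macrophage-like level, Irf1 at 128% and the cytokine signal inhibitor gene Socs1 at 40.0 CPM against 39.4. The antigen-trimming gene Erap1 stood at 122%, the immunoproteasome gene Psmb10 at 95.1%, the peptide-loading gene Tapbp at 70.1% and the proteasome activator gene Psme1 at 63.5%. With TMM factors Cxcl10 stood at 113%, Irf1 at 82.3%, Erap1 at 79.0%, Socs1 at 65.5% and Psmb10 at 61.3%, so that of these genes only Cxcl10 stayed higher in non-macrophage cells. Lower values were seen for B2m (12.5%), H2-K1 (13.3%), the antiviral gene Ifit2 (25.0%) and Bst2, which encodes tetherin and was the highest of the type I list (33.8%). These values were set against the macrophage markers, whose level in non-macrophage cells was taken as a stand-in for free RNA, since no empty droplets were used. Those markers ran from 0.320% for C1qa to 1.55% for Cd14, with a median of 0.653%, apart from Mertk, an engulfment receptor gene, at 36.4% (58.8 CPM against 21.4). With the highest marker as the limit, 8 of 58 genes lay above it (4 of 19 IFN-γ genes, 4 of 15 MHC class I genes, 0 of 24 type I genes). Without Mertk, an alternative chosen after its value was seen, 52 lay above it (15, 14 and 23).

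**Figure D2:**
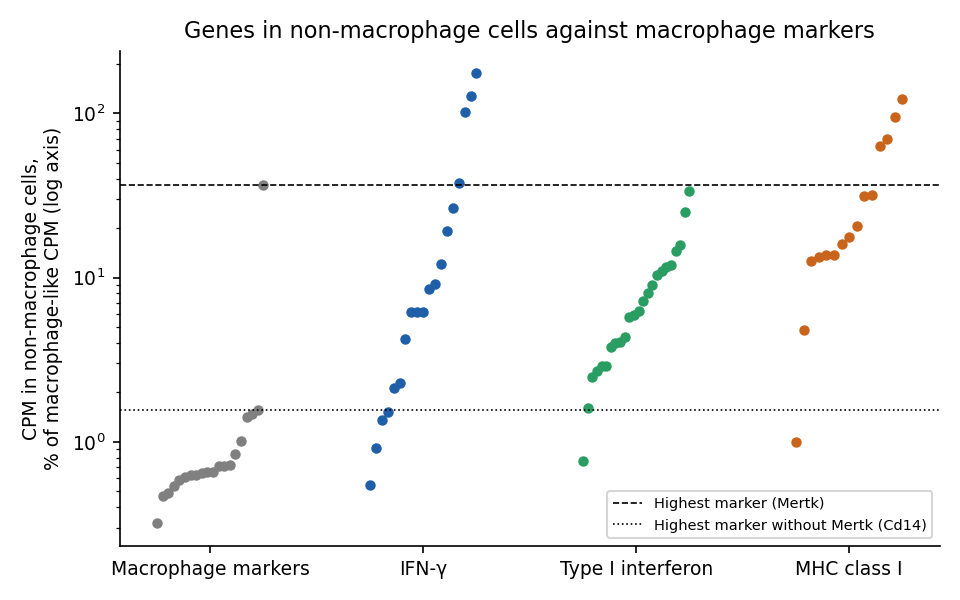
Level in non-macrophage cells as a percentage of the level in macrophage-like cells (y axis, log scale) for the macrophage markers and the genes of the IFN-γ, type I interferon and MHC class I lists. The dashed line marks Mertk (36.4%) and the dotted line Cd14 (1.55%).

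Among 2953 genes that had taken no part in sorting the cells and reached 50 CPM in either class, 839 (28.4%) differed at least 4-fold, 284 higher in macrophage-like and 555 higher in non-macrophage cells. Selplg, which encodes the ligand that leukocytes use to roll on vessels (ENSMUSG00000048163, chromosome 5, 113956597 to 113970705), was highest at 363-fold (107 CPM against 0.285). It was followed by the immune kinase gene Syk (308-fold, 773 against 2.51), the signaling genes Themis2 (303-fold) and Pik3ap1 (285-fold, 2517 against 8.83), the transcription regulator gene Lmo2 (298-fold) and the myeloid hexokinase gene Hk3 (280-fold). Nfam1 (277-fold), Lrmda (270-fold), Pstpip1 (269-fold) and Bst1 (268-fold) completed the 10 genes highest in macrophage-like cells. The laminin gene Lamb1 (ENSMUSG00000002900, chromosome 12, 31315030 to 31379658) led the other side at 144-fold (0.794 against 117), with Pwwp3b (141-fold) and the neurite growth gene Nrn1 (126-fold). The thrombin receptor gene F2r (121-fold), Ramp3 (116-fold), Fhl2 (115-fold), the guidance cue gene Sema3a (112-fold), the insulin signaling gene Irs1 (112-fold) and the actin regulator gene Enah (111-fold) followed. Under TMM factors 730 genes differed 4-fold, and the larger group was then the macrophage-like side (426 against 304).

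Nearly all non-macrophage cells and almost no macrophage-like cells were cycling. With every cell thinned to 2500 UMIs, 94.5% (93.9 to 95.2) of 4942 non-macrophage cells were called S (45.6%) or G2M (48.9%). Of 4796 macrophage-like cells 11 were so called (0.229%, 0.115 to 0.410), or 0.387% without thinning and 0.959% with random parts of the phase lists. The DNA-unwinding enzyme gene Top2a stood at 1108 CPM in non-macrophage and 17.5 in macrophage-like cells, and Mki67, the classic proliferation marker, at 391 against 7.59. Phase scores are relative to the cells scored together, and when non-macrophage cells were scored alone 92.3% were called S (43.8%) or G2M (48.5%).

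Macrophage-like cells split into 5 groups, labeled M0 to M4, and a small group of them was marked by interferon genes. M4 (126 cells, 2.44%, 2.03 to 2.90) carried the interferon-induced genes Ifi208 (23-fold over the other macrophage-like cells), Isg20 (13.3-fold) and Phf11a (7.66-fold) and the activation gene Cd69 (8.22-fold, 539 CPM). Of the genes used for clustering Ifit1bl1, Slfn4 and Trim30c marked it most, and the interferon-induced genes Ifi203 and Ifi205 were also among its leading ones. High interferon lists therefore follow from how M4 was formed and are no separate support. The type I interferon genes of M4 summed to 25539 CPM against 5667 elsewhere (4.51-fold, 20 of 25 genes at least 2-fold higher). Its IFN-γ list summed to 10810 against 2748 (3.93-fold, 25 of 29). MHC class I (1.19-fold higher) and MHC class II (1.05-fold lower) barely differed. Cxcl10 stood at 2144 CPM (2051 to 2239) in M4, which gave 66.8% (65.1 to 68.5) of all Cxcl10 UMIs of macrophage-like cells, and was found in 85.7% of M4 cells against 8.58% of the others. M4 also held 51.9% of the class's UMIs of the antiviral gene Rsad2 (4739 CPM), 51.6% of those of Ifit2, 42.5% of those of the GTPase gene Gbp5 and 28.2% of those of Nos2, the nitric oxide synthase gene (470 CPM).

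The larger macrophage-like groups differed by smaller folds. M2 (2519 cells, 48.7%) carried the adhesion regulator gene Cytip (2.99-fold), the podoplanin gene Pdpn (2.70-fold), Pmp22 (2.36-fold) and the lipid receptor gene S1pr1 (2.16-fold), and Arg1 stood at 204 CPM. The summed suppressive list was 1.51-fold higher in M2 (2 of 13 genes at least 2-fold higher, 2 lower) and the alternative activation list 1.43-fold (1 of 10 higher, 1 lower, median −0.02), so a few abundant genes carried these sums. M1 (1376 cells, 26.6%) carried the transporter gene Slc13a3 (3.61-fold, 332 CPM), Sema4c (3.15-fold), the immune regulator gene Fgl2 (3.03-fold, 1189 CPM) and Tagap (2.84-fold), with the suppressive list 1.79-fold lower (6 of 13 genes at least 2-fold lower, 1 higher), Arg1 at 53.1 CPM and Il10 at 321. M0 (1066 cells, 20.6%) had a median of 10314 UMIs against 3888 in M1 and 3985 in M2. Of the genes used for clustering Cd5l, Spic and Acp5 marked it most, Apoe, the lipid carrier gene, stood at 504 CPM (217 in M1, 308 in M2), and its leading held-out genes Adgrg6 (1.42-fold) and Kif3c (1.35-fold) were higher still in M1. M3 (83 cells, 1.61%) was led by Il1rl1, Rhox5, Serpinh1 and Cd34, genes high in non-macrophage cells, and 16.9% of its cells carried both programs. Cell numbers in these groups depend on the chosen resolution.

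Non-macrophage cells split into 6 groups, N0 to N5, and the largest differed in a few matrix and signaling genes. N0 (1734 cells, 33.4%) carried the transcription factor gene Creb3l2 (4.39-fold), the collagen gene Col6a2 (4.31-fold), Grem1, which encodes a secreted inhibitor of BMP signals (3.42-fold), and the IL-33 receptor gene Il1rl1 (3.23-fold, 698 CPM). N4 (1839 cells, 35.4%) carried the adapter gene Blnk (2.26-fold), the cholesterol synthesis gene Dhcr7 (1.99-fold), Ccdc92 and Haspin. N1 (572 cells, 11.0%, median 3149 UMIs), in which 63 cells had both programs, carried the stress genes Arrdc3 (4.32-fold), Gadd45a (3.47-fold) and Nupr1 (2.72-fold) and the histone gene H3c1 (2.28-fold). Its summed IFN-γ list was 2.51-fold higher (1223 CPM against 488, 7 of 27 genes at least 2-fold higher, median 0.80), and Cxcl10 alone made up 674 CPM (642 to 707) of that sum. Cxcl10 was found in 39.7% of its cells against 46.6% of the others, and N1 gave 19.2% of the Cxcl10 UMIs of the class. N3 (476 cells, 9.16%) carried the neurotrophin gene Bdnf (2.19-fold), the chaperone gene Dnajc3 (2.17-fold), Grem1 and Pdgfc, with the unfolded protein list 1.87-fold higher (Manf 696 CPM, Hspa5 494) and the G2M list 2.32-fold lower. N5 (560 cells, 10.8%) carried the YAP target gene Ankrd1 (2.33-fold, 206 CPM), Fosl2 (1.99-fold), Blnk and Frmd6, with the G2M list 2.07-fold and the IFN-γ list 1.67-fold lower. N2 (15 cells) was led by the macrophage genes Rgs1, Pstpip1, Pik3ap1 and Gas7. All 15 of its cells carried both programs, with a median of 32.4% of class-specific UMIs from macrophage genes.

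**Figure D3:**
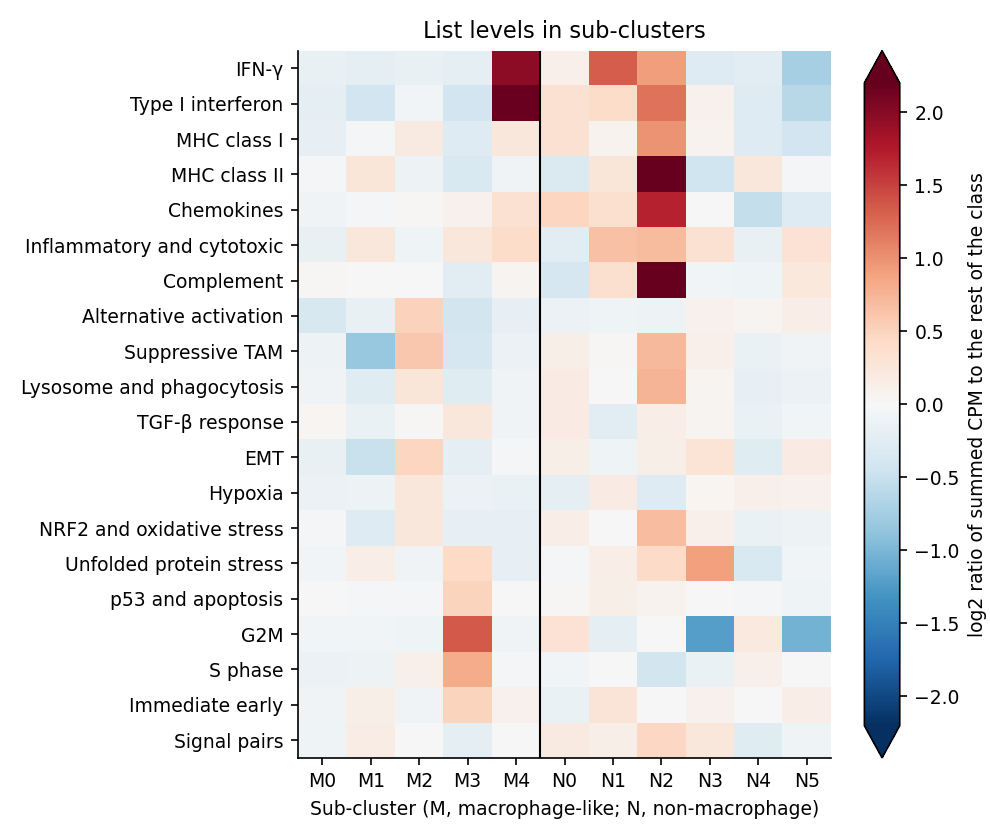
Log2 ratio of the summed level of each of 20 gene lists (rows) in each sub-cluster (columns, M0 to M4 macrophage-like, N0 to N5 non-macrophage) to the other cells of its class. The type I interferon list reached 2.17 in M4 and the complement list 4.13 in N2, whose cells all carried both programs.

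Cells carrying genes of both classes were more frequent than chance pairs of cells would give. Of the 11170 cells before doublet removal, 838 (7.50%, 7.02 to 8.01) drew between 10% and 90% of their class-specific UMIs from macrophage genes, 3.18 times the 2.36% expected from bead sharing. Class-specific genes were 180 macrophage genes and 158 non-macrophage genes that differed 20-fold. Of the 542 called doublets 522 (96.3%) lay in this range, with a median of 13278.5 UMIs, while the 316 other cells (2.97% of 10628) had 4193. Sums of a macrophage-like and a non-macrophage cell (2000 simulated pairs) had 14501 UMIs, and 93.7% of them fell in the range. In a median macrophage-like cell 0.470% of class-specific UMIs came from non-macrophage genes, and in a median non-macrophage cell 3.13% came from macrophage genes. Of the 316 uncalled cells 18 were macrophage-like, 122 non-macrophage and 176 in the unnamed clusters. Among the 316, 204 lay outside the larger unnamed cluster and had a median of 1845.5 UMIs. In those 204 the smaller of the 2 programs reached a median of 3.70% of its level in a cell of its own class. The ratio of 3.18 therefore does not count pairs of cells alone.

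**Figure D4:**
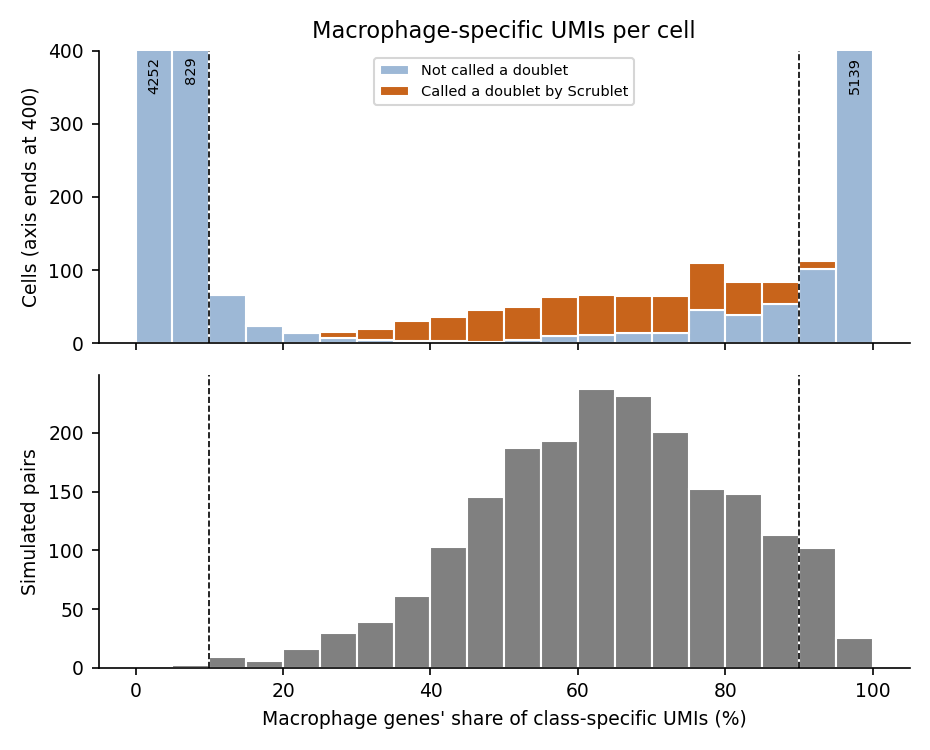
Number of cells (y axis, cut short, with totals printed on taller bars) by the percentage of class-specific UMIs from macrophage genes (x axis, 5% bins), colored by doublet call, above the same distribution for 2000 simulated pairs. Dashed lines mark 10% and 90%.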

Values the study reported

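The paper reports 178,939 cells kept after filtering across all conditions, of which 11,012 came from IFN-γ, 13,145 from Control, 11,700 from IL-4 and 10,414 from TC on day 1. It gives the spread of condition centers for macrophages as 6.96 on day 1 and 3.18 on day 5, and for tumor cells as 0.80 on day 1 and 5.04 on day 5.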

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

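The alternatives without Mertk, without the cluster led by stromal genes, without the cluster of low UMI count and with non-macrophage cells scored alone were chosen after the results were seen. No paired analysis was possible because the condition had no replicate and no test was made. Of 160 alternative list medians 159 kept their direction and 120 stayed within the counting interval. The TGF-β list alone changed direction, from −0.60 to 0.0291 with TMM factors, and it did so because the factors raise every ratio by the same amount. Counting only genes at 20 CPM or more moved MHC class II from 4.52 to 7.49 and alternative activation from 2.25 to 4.38, and TMM factors moved the unfolded protein list from −0.65 to −0.01. Expected droplets with 2 or more cells were 4.92% from the TC list and 4.54% from the Control list, against 4.71%. Macrophage-like cells made up 47.4% without the cell filter, 45.6% with doublets kept and 56.7% when markers alone assigned every cell, against 48.6%. Held-out genes over 4-fold numbered 1377 at a limit of 10 CPM and 274 at 200 CPM, against 839, which follows from how many genes each limit admits. Non-macrophage cells in S or G2M were 95.4% without thinning, 93.0% and 93.3% with the random and remaining parts of the phase lists and 92.3% scored alone, against 94.5%. Interferon genes such as B2m and Ifit2 above the background numbered 57 with the median marker and 52 without Mertk, against 8, because Mertk alone set the higher limit. Sub-clusters numbered 3 and 10 at resolutions 0.3 and 0.8 in each class, against 5 for macrophage-like and 6 for non-macrophage cells. Cells with both programs made up 5.17% between 20% and 80%, 15.9% between 5% and 95%, 14.3% with 10-fold genes and 8.39% with 50-fold genes, against 7.50%. Apart from the causes given, the cause was not tested.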

Other observations

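Genes not described so far, chosen after their values were seen, included ligands and receptors measured in different classes and others measured in both. Csf1, which encodes M-CSF, stood at 128 CPM in non-macrophage and 4.13 in macrophage-like cells, and Il34, the other ligand of the same receptor, at 31.8 against 0.286, while their receptor gene Csf1r was high only in macrophage-like cells. Sirpa, whose product restrains engulfment, stood at 1289 CPM in macrophage-like and 11.5 in non-macrophage cells, and its ligand gene Cd47 was measured in both (801 and 349). The IFN-γ receptor genes Ifngr1 (117 and 53.9) and Ifngr2 (235 and 89.5) were measured in both classes, whereas Ifng itself gave 0 and 2 counts. Fn1, which encodes fibronectin, was 93.0-fold higher in non-macrophage cells, and the lipid scavenger gene Cd36 (3359 against 31.9) and the ferritin gene Fth1 (30826 against 4230) were higher in macrophage-like cells.

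The tests of free RNA in called doublets and in the larger unnamed cluster were chosen after the result was seen. Cells carrying both programs made up 7.50% of cells, and the lower bound of 7.02% lay above the highest share of 2.46% expected from droplets that hold 2 cells by chance, which argues against chance pairing alone. These cells were picked by the proportions of the programs and not by amounts, and the smaller program reached a median of 68.5% (64.8 to 72.4) of what a cell of its own class held in the 522 called doublets and 56.7% (50.9 to 64.6) in 112 uncalled cells of the larger unnamed cluster, with Tead1 and Yap1 beside Adgre1, which argues against free RNA in both. In the other 204 uncalled cells the smaller program reached a median of only 3.70% of what a cell of its own class held. These cells had a median of 1845.5 UMIs, and some lay in the smaller unnamed cluster. The same measure was 1.94% in a median non-macrophage cell and 0.926% in a median macrophage-like cell. The amount was small, but free RNA and real contact between a macrophage and a tumor cell cannot be told apart there. Macrophage genes made up 3.13% of class-specific UMIs in a median non-macrophage cell, and no empty droplets were used. The share expected by chance came from beads shared between conditions. It cannot count cells of the same condition that stayed joined after the spheroids were digested. In the 522 and 112 cells, such joined cells and single cells with both programs cannot be told apart. No biological explanation was tested.

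The test of stromal cells was chosen after the result was seen. N0 and N4, the largest non-macrophage groups, differed 4-fold in 5 of 2635 held-out genes (0.190%), with Col6a2 (105 CPM against 13.1), Creb3l2 (103 against 13.9), Grem1 (80.9 against 13.1) and Il1rl1 (698 against 151) higher in N0 and Blnk (86.4 against 17.4) in N4. Among G1 cells (46 and 26) the difference kept 109% (78.4 to 155) of its size, which argues against cell cycle phase. The marker test left stromal cells open. Of 7 stromal markers 2, Col6a3 and Dcn, were over 4-fold higher in N0, and Pdgfra (2.27-fold) and Pdgfrb (2.2-fold) were also higher. Lum (0.353 against 0.369 CPM) was not, and Cxcl12 was lower (0.101 against 8.67). Between macrophage-like and non-macrophage cells 28.4% of held-out genes differed 4-fold, so N0 and N4 were far closer to each other than those 2 classes were. For chromosome copy number, the largest shift was 0.19 (0.14 to 0.25) on chromosome 14. It passed that of shuffled genes (0.06, passed by 6 of 20 chromosomes) and lay below the limit set for a copy change. The value alone also met the limit set for no copy change, but its interval crossed that limit. The limit as set beforehand did not mention the interval. A difference in copy number between groups of tumor cells and a difference in regulation were therefore left as not told apart. No biological explanation was tested.

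The test of low depth was chosen after the result was seen. M4, with Cxcl10, Rsad2, Ifit2 and Nos2, drew 0.447% of its class-specific UMIs from non-macrophage genes, which argues against droplets that also held a non-macrophage cell. Its median UMI count was 1.06 times that of the other macrophage-like cells, which argues against low depth. Its median mitochondrial share was 0.0509% against 0.0691% (0.737 times). Both shares are so low that they cannot settle whether cells were damaged. No biological explanation was tested.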
